# Genome-Wide Characterization of TAZ Binding Sites in Mammary Epithelial Cells

**DOI:** 10.3390/cancers15194713

**Published:** 2023-09-25

**Authors:** Tao Liu, Jiaojiao Zhou, Yanmin Chen, Jia Fang, Song Liu, Costa Frangou, Hai Wang, Jianmin Zhang

**Keywords:** TAZ, breast cancer, TEAD, FOSL2, ChIP-seq, enhancer, ATAC-seq

## Abstract

**Simple Summary:**

The protein TAZ plays an important role in the Hippo signaling pathway that regulates important biological processes such as cell proliferation, controlled cell death, cancer stem cell traits, tumorigenesis, and resistance to therapies. Specifically, TAZ functions as a transcription coactivator that influences the transcription of various genes. Despite the importance of TAZ, genome-wide occupancy sites for TAZ remain poorly defined. Here, a tetracycline (tet)-inducible gene expression system was used to turn on TAZ activation in mammary epithelial cells, and we characterized genome-wide binding sites at different TAZ activation time points. We found that most TAZ binds to distant enhancer and non-coding regions of genes at earlier TAZ activation time points and binding shifts to nearby promoter regions of genes at later TAZ activation time points. We also found that TAZ activation results in chromatin architecture alterations. These results could lead to the identification of new therapeutic targets for breast cancer.

**Abstract:**

The transcriptional co-activator with PDZ binding motif (TAZ) is a key effector of the Hippo signaling pathway. We and others previously reported that high expression levels of TAZ are positively associated with decreased survival rates and shorter times to relapse in basal-like breast cancer (BLBC) patients. The oncogenic activity of TAZ involves the regulation of diverse signal transduction pathways that direct processes such as cell proliferation, migration, and resistance to apoptosis, albeit through poorly characterized gene expression programs. Here, using a tet-inducible system in mammary epithelial MCF10A cells, we have characterized the TAZ-regulated transcription program using RNA sequencing in a temporal and spatial manner. We further identified global TAZ binding sites at different TAZ activation time points by chromatin immunoprecipitation (ChIP) sequencing analysis. We found that the vast majority of TAZ was rapidly localized in enhancer regions at the early TAZ activation time point and then gradually spread to promoter regions. TAZ bound to enhancer regions following a switch in potential TEAD and FOSL2 transcription factor motifs. Furthermore, the ATAC sequencing analysis indicated that TAZ activation led to chromatin structural alterations. Together, our results have revealed the landscape of genome-wide TAZ binding sites and may lead to improvements in the current understanding of how TAZ regulates the gene expression program that contributes to the development of breast cancer.

## 1. Introduction

YAP/TAZ are transcriptional co-activators that serve as key components of the Hippo signaling pathway [1,2,3], which is essential for the regulation of cell proliferation, apoptosis, and organ size. Elevated expression levels of gene signatures for YAP/TAZ activity have been correlated with a high histological grade, enrichment of stem cell signatures, metastatic proclivity, and poor outcomes in breast cancer (BC) patient datasets [4,5,6,7,8]. Of particular note, TAZ mRNA and protein expression are markedly higher in triple-negative breast cancer (TNBC) than in the other BC subtypes [5,7,9]. We have also found that TAZ activation induces the epithelial-to-mesenchymal transition (EMT) and increases the cell proliferation and migration potential in BC cells [5,10]. These phenotypes are mainly mediated through interactions between TAZ and TEAD transcription factors [5,11]. Despite the importance of TAZ, genome-wide occupancy sites for TAZ remain poorly defined. Thus, further research into TAZ could lead to new therapeutic targets for aggressive forms of breast cancer.

TAZ-driven connective tissue growth factor (CTGF) and cysteine-rich angiogenic inducer 61 (CYR61) expression have been linked to taxol resistance in TNBC [12]. Because programmed death-ligand 1 (PD-L1)—an immunoregulatory protein—has been identified as a direct target of TAZ in human breast cancer cells, TAZ activation may play an important role in immune evasion [13]. The knockdown of both YAP and TAZ in TNBC MDA-MB-231 cells allowed for the identification of a large fraction of YAP/TAZ targets linked to processes related to cell cycle progression; these targets may contribute to cell cycle progression through Myc oncogene activation [14]. We have previously demonstrated that TAZ activates the epidermal growth factor receptor (EGFR) ligand amphiregulin, which induces growth factor-independent cell proliferation [15]. Genome-wide YAP/TAZ chromatin immunoprecipitation followed by sequencing (ChIP-seq) in MDA-MB-231 cells has shown that the majority of YAP/TAZ binding peaks are localized in distal enhancer regions [14]. Furthermore, activator protein 1 (AP-1) and the signal transducer and activator of transcription 3 (STAT3) transcription factors have been recently identified in concert with the TEAD transcription factor as being important drivers of the YAP/TAZ transcription program in breast cancer [14,16,17].

Here, using a tet-inducible system, the expression of TAZ-4SA (constitutively active TAZ form) was activated in TAZ-transduced MCF10A cells at different time points (24 h, 48 h, and 72 h) by doxycycline (Dox) administration. The TAZ-driven transcription program was evaluated using RNA sequencing (RNA-seq). We classified the components of the dynamic TAZ-driven transcription program into four groups, namely early upregulated, late upregulated, early downregulated, and late downregulated. Through the TAZ ChIP-seq analysis in parallel with transcriptome profiling, we revealed the landscape of genome-wide TAZ bind sites in response to TAZ activation both temporally and spatially. Furthermore, we found that TAZ activation induced alterations in the chromatin architecture, according to an Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) analysis. The identified TAZ-regulated gene expression and TAZ binding peaks can help us to better understand the functional role TAZ plays in breast cancer.

## 2. Materials and Methods

### 2.1. Cell Culture

Tet-inducible, activated-TAZ-4SA-transduced, non-transformed human mammary epithelial MCF10A cells have been described previously [18]. Briefly, MCF10A cells were cultivated in a DMEM/F12 medium supply with 100 µg/mL streptomycin, 0.5 µg/mL hydrocortisone, 10 µg/mL insulin, 5% horse serum (HS), 100 ng/mL cholera toxin, 20 ng/mL epidermal growth factor (EGF), and 100 units/mL penicillin. The cells were cultured in a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C. Doxycycline at a concentration of 0.05 µg/mL was used to treat the cells in order to induce TAZ activation at various time points (0 h, 24 h, 48 h, and 72 h).

### 2.2. Western Blots and Antibodies

The cell lysates were collected with RIPA buffer (50 mM Tris-pH 7.4, 150 mM NaCl, 1% NP-40, 0.5% Na deoxycholate, and 0.1% SDS), and 1× protease and phosphatase inhibitors (Halt Protease and Phosphatase Inhibitor Cocktail, Thermo Scientific^TM^; Grand Island, NE, USA) were added before the lysate collection. Briefly, cell lysates (30 µg) were loaded onto a 10% SDS-PAGE gel, and electrophoresis was performed. Proteins were transferred to PVDF (polyvinylidene difluoride) membranes for over 2 h at room temperature. Then, the PVDF membranes were blocked with 5% nonfat milk in TBST (Tris-buffered saline–0.1% Tween 20) for 1 h at room temperature. The membrane was incubated with a specific primary antibody at 4 °C overnight. Next, the membranes were washed 3 times with TBST buffer and then incubated with either a horseradish peroxidase (HRP) conjugated anti-rabbit antibody or mouse secondary antibody (Bio-Rad; Hercules, CA, USA) for 1 h at room temperature. The membranes were washed 3 times with TBST. The enhanced chemiluminescence (ECL) plus Western blotting detection reagents were added accordingly to detect protein bands. Flag (M2) antibody was purchased from Sigma-Aldrich (Saint Louis, MO, USA); glyceraldehyde-3-phosphate dehydrogenase (GAPDH) antibody was purchased from Ubiquitin-Proteasome Biotechnologies (Dallas, TX, USA); TAZ antibody was purchased from Cell Signaling Technology (Danvers, MA, USA).

### 2.3. RNA Extraction and RNA-Seq

The tet-inducible, TAZ-4SA-transduced MCF10A cells were treated with 0.05 µg/mL Dox for 24 h, 48 h, and 72 h. Total RNA was extracted by using Trizol Reagent (Life Technologies; Carlsbad, CA, USA) according to the manufacturer’s protocol. RNAs were further processed for next-generation sequencing at Roswell Park’s genomic core facility. Briefly, the sequencing libraries were prepared with the mRNA HyperPrep kit (Roche; Basel, Switzerland) from 500 ng total RNA. Following the manufacturer’s instructions, the first step was selected for PolyA RNA using the mRNA Capture Beads (KAPA BIOSYSTEMS; Wilmington, NC, USA). After PolyA selection, the remaining RNA was purified, fragmented, and primed for cDNA synthesis. Fragmented RNA was then reverse-transcribed into first-strand cDNA using random primers. The next step removed the RNA template and synthesized a replacement strand, incorporating dUTP in place of dTTP to generate double-strand cDNA (ds-cDNA). Pure Beads (Roche; Basel, Switzerland) were used to separate the ds-cDNA from the second strand reaction mix, resulting in blunt-ended cDNA. A single “A” nucleotide was then added to the 3′ ends of the blunt fragments. Multiple indexing adapters, containing a single “T” nucleotide on the 3′ end of the adapter, were ligated to the ends of the ds-cDNA, thereby preparing these samples for hybridization onto a flow cell. Adapter ligated libraries were amplified by PCR, purified using Pure Beads, and validated for an appropriate size on a 4200 TapeStation D1000 Screentape (Agilent Technologies, Inc.; Santa Clara, CA, USA). The DNA libraries were quantitated using KAPA Biosystems qPCR kit (Wilmington, NC, USA), and DNA was pooled together in an equimolar fashion following the experimental design criteria. Each pool was denatured and diluted to 200 pM with 1% PhiX control library added. The resulting pools were then loaded into a NovaSeq 6000 (Illumina Inc.; San Diego, CA, USA) flow cell for 100 paired end (PE) sequencing. Sequencing was performed on a NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc.; San Diego, CA, USA) using the NovaSeq 200 cycle Reagent cartridge. On average, 50 million PE reads were generated.

### 2.4. RNA-Seq Analysis

We mapped the RNA-seq PE reads to the human transcriptome using STAR [19] based on the human genome assembly GRCh38 and GENCODE gene annotation Version 22. The STAR algorithm applies soft-clip during alignment, and it generates two types of alignments: one based on the coordination on the transcriptome (for each transcript) and the other based on the genomic coordination. We used the RSEM algorithm [20] to estimate the transcript counts (expected count values) for each known gene in GENCODE v22 based on the alignment to the transcriptome. The count data were further loaded using the tximport tool in R and analyzed by DESeq2 [21]. To perform a time-course analysis, we used the Likelihood Ratio Test (LRT) provided by DESeq2 and identified 3012 differentially expressed genes (DEGs) over all time points, with a false discovery rate (FDR) cutoff of 0.05 and minimum absolute log2 fold change of 1. Then, we used the degReport package version 1.30.0 (http://lpantano.github.io/DEGreport/ accessed on 6 November 2021) in R to identify eight different expression change patterns over time among the 3012 genes, and we manually grouped those patterns into four categories: early up, early down, late up, and late down. To compare the DEGs in TAZ-transduced MCF10A cells from the No-Dox treatment, the DEGs of each of the four timepoints—Dox treatment for 24 h, 48 h, and 72 h—were called separately using DESeq2 (version 1.34.0), with an FDR cutoff of 0.05 and minimum absolute log2 fold change of 1. A KEGG (Kyoto Encyclopedia of Genes and Genomes) Pathway analysis on gene sets was performed using the clusterProfiler package (version 4.2.0) [22] in Bioconductor.

### 2.5. ChIP Assays and ChIP-Seq

We performed ChIP assays using the SimpleChIP^®^ Plus Sonication Chromatin IP Kit (Cell Signaling Technologies; Danvers, MA, USA) according to the manufacturer’s instructions. Briefly, TAZ-transduced MCF10A cells were treated without or with 0.05 µg/mL Dox for 24 h, 48 h, or 72 h. The cells were cross-linked with 1% formaldehyde for 10 min at room temperature, and the reaction was stopped by adding glycine (final concentration of 0.1 M); cross-linked cells were collected in ice-cold phosphate-buffered saline (PBS) and washed twice with PBS. Next, the cell pellets were resuspended in sonication cell lysis buffer and sonicated in sonication nuclear lysis buffer on ice using a 30 s on/off cycle condition for 10 min. The size of the DNA fragments (500–800 bp) was confirmed by agarose electrophoresis. The immunoprecipitation was performed using 5 µg of antibody to TAZ (Cell Signaling Technologies, #4883; Danvers, MA, USA) or the IgG control (Cell Signaling Technologies, #2729; Danvers, MA, USA). ChIPed DNAs were further processed for next-generation sequencing at the Roswell Park genomic core facility. Briefly, 2 ng of ChIPed DNA was used to generate a library for next-generation sequencing using ThruPLEX DNA seq kits (Takara Bio, Inc.; Boston, MA, USA), as per the manufacturer’s instructions. ThruPLEX uses stem–loop adapters to construct high-quality libraries in a fast and efficient manner. In the first step, template preparation, the DNA was repaired, and this yielded molecules with blunt ends. Next, stem–loop adaptors with blocked 5′ ends were ligated with a high efficiency to the 5′ end of the genomic DNA, while leaving a nick at the 3′ end. In the final step, the 3′ ends of the genomic DNA were extended to complete library synthesis, and Illumina-compatible indexes were added through a high-fidelity amplification. The enriched library was quantitated using quantitative PCR (KAPA Biosystems; Wilmington, NC, USA), normalized, and pooled. Each pool was denatured and diluted to 200 pM with 1% PhiX control library added. The resulting pools were then loaded into the appropriate NovaSeq flow cell for 100 PE sequencing. Sequencing was performed on a NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc.; San Diego, CA, USA) using the 300 cycle NovaSeq Reagent cartridge. On average, 50 million PE reads were generated.

### 2.6. ChIP-Seq Data Analysis

The sequenced raw reads were subjected to quality control (QC) procedures, which involved the trimming of bases with low-quality scores prior to read mapping. We used FastQC to scan base quality scores. The filtered reads were mapped against the latest reference genome hg38 using the Burrows–Wheeler Aligner (BWA) [23]. After mapping, we followed the ChIP-Seq analysis guideline [24] to detect technical artifacts or sequencing failures, which involved an assessment of the normalized and relative strand cross-correlation (NSC and RSC) values suggested by the ENCODE consortium and immunoprecipitation (IP) strength according to the FRiP (fraction of reads in peaks) scores. Our dataset’s overall QC measurements were compared with all the publicly available ChIP-Seq datasets collected in CistromeDB [25]. We then used MACS2 [26] to identify significant peaks for all samples from stimulated and unstimulated cells with an FDR cutoff of 0.01. After peak calling, the results were evaluated for overlap with known DNA hypersensitive (DHS) regions merged from different cell types (collected by the ChiLin pipeline [27]) and known blacklist regions [28], where artificial ChIP enrichment would be expected. Higher overlap with DHS regions and lower overlap with blacklist regions is a sign of high-quality data. The conservation across vertebrates and primates at the peak regions and the enrichment of peaks at the promoter, exons, introns, and intergenic regions were computed to evaluate the quality of the experiments. All the above tools were implemented in ChiLin [27], which allowed us to conveniently process and evaluate our datasets in a uniform way. After we obtained the TAZ binding sites for each condition, we utilized the GIGGLE [29] tool to search for the enrichment of the known transcriptional regulator ChIP-seq peaks, including 1314 regulators collected in the Cistrome Database (accessed on 6 November 2021) [25]. We analyzed peak enrichment over genome features using the ChIPSeeker tool (version 1.30.0) [30] in Bioconductor (version 3.14.0). The DNA binding motifs at TAZ binding sites were analyzed using HOMER [31].

### 2.7. ATAC-Seq Sample Preparation and ATAC-Seq

The ATAC-seq sample process and library preparation were performed as described [32]. Briefly, inducible TAZ-4SA-transduced MCF10A cells were treated without or with Dox for 72 h. Then, 50,000 cells were harvested, and transposition reactions were performed. Following transposition, DNA was purified using a Qiagen MinElute PCR Purifi-cation Kit (Venlo, The Netherlands) and PCR-amplified for 10 cycles. The quality of ATAC-seq libraries was qualitatively assessed using Bioanalyzer, and next-generation sequencing was performed by Roswell Park’s genomic core facility. The amplified products were purified with AmpureXP beads (Beckman Coulter; Brea, CA, USA), followed by verification of the final library profiles by the HSD1000 screentape on a Tapestation 4200 (Agilent Technologies Inc.; Santa Clara, CA, USA). The libraries were quantitated using KAPA Biosystems qPCR kits (Roche; Basel, Switzerland) and pooled together in an equimolar fashion following experimental design criteria. The resulting pool was then loaded into the appropriate NovaSeq Reagent cartridge for 100 PE sequencing and sequenced on a NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc.; San Diego, CA, USA). On average, 100 million PE reads were generated.

### 2.8. ATAC-Seq Data Analysis

Our pipeline for ATAC-seq analysis began with aligning the ATAC-seq PE sequencing reads to the human reference genome hg38 using aligner BWA, followed by the identification of accessible regions or “peaks” by MACS2 with an FDR cutoff of 0.05. Two biological replicates for each condition—No Dox or Dox—were pooled. The pipeline code can be found at https://github.com/macs3-project/genomics-analysis-pipelines (accessed on 7 November 2021). We evaluated data quality by checking the mapping ratio, percentage of reads mapped to mitochondria, and percentage of reads mapped to gene promoter regions. We also evaluated the peak calling quality by comparing so-called chromatin accessible regions with known DHS regions merged from different cell types and ENCODE blacklist regions.

To identify the differentially accessible regions (DARs) between Dox and No-Dox conditions, we first merged the peaks called from both conditions to obtain the union space of potential accessible regions under either condition, and then we divided the regions into 100 bps bins. For each bin, we counted the number of reads in each of the four samples and made the count table in bins. The table was later loaded into DESeq2 to call the DARs with an FDR cutoff of 0.1 and absolute fold change of 1.2. We utilized the GIGGLE tool to search for the enrichment of known transcriptional regulators based on CistromeDB in identified DARs.

### 2.9. Statistical Analyses

All statistical and bioinformatics analyses were performed using R (version 4.1.1) and the Bioconductor software suite (version 3.14.0).

## 3. Results

### 3.1. Assessment of Tet-Inducible TAZ Expression in MCF10A Cells

To optimize the tet-inducible TAZ activation, we treated the TAZ-transduced MCF10A cells with different doses of Dox. We found that exogenous TAZ expression can be activated at a minimum of 0.02 µg/mL Dox administration (Figure 1A). TAZ protein levels were stably expressed in response to 0.05 µg/mL Dox treatment after 24 h (Figure 1B). Consistent with earlier findings, TAZ activation dramatically induced cell morphological changes from curbstone epithelial cells to fibroblast-like mesenchymal cells, which indicates that TAZ activation can induce the EMT (Figure 1C). Furthermore, TAZ activation led to significant increases in cell migration according to Boyden chamber cell migration assays (Figure 1D). We further performed 3D organoid culture assays, and we found that TAZ activation induced massive enlarged acini formation, which indicates that TAZ activation can drive cellular hyper-proliferation (Figure 1E). Finally, we confirmed that TAZ activation can lead to cellular transformation using colony formation assays in soft agar (Figure 1F). Collectively, the results demonstrate that this is a robust tet-inducible TAZ activation system in MCF10A cells.

### 3.2. Time-Course Characterization of the TAZ-Driven Transcription Program

To characterize the TAZ-driven transcription program in a time-dependent manner, we harvested RNA from the cells without Dox or with Dox treatment at 24 h, 48 h, and 72 h and performed RNA-seq analysis. The principal component analysis (PCA) plot revealed a distinct transcription program in response to Dox treatment with high reproducibility (Figure 2A). The RNA-seq analysis identified 3012 significant DEGs over three time points after TAZ activation in comparison with data from the treatment without Dox. We classified the upregulated and downregulated genes into four categories: (1) early upregulated genes (*n* = 282); (2) early downregulated genes (*n* = 358); (3) late upregulated genes (*n* = 275); (4) late downregulated genes (*n* = 231) (Figure 2B; Supplementary Table S1). The KEGG analysis indicated that the cell cycle and cell proliferation genes were in the early upregulated gene category, whereas the amino-acid biosynthesis genes were in the late upregulated gene category (Figure 2C). Interestingly, we found that TAZ activation suppressed complement components and the NF kappa B and tumor necrosis factor (TNF) signaling pathways (Figure 2C). These data indicate that TAZ activation regulates diverse biological processes.

### 3.3. Landscape of the Genome-Wide TAZ Binding Sites

To reveal global TAZ binding sites, we carried out a ChIP-Seq analysis using an anti-TAZ antibody under the without-Dox condition or at 24 h, 48 h, and 72 h after Dox administration (Figure 3A). Among these different TAZ activation time points, we identified about 5000 commonly gained TAZ binding peaks at 24 h through 72 h after TAZ activation (Figure 3B). We also found 461 distinct TAZ binding peaks at 24 h, 5186 peaks at 48 h, and 31,000 peaks at 72 h (Figure 3B).

We used ChIPSeeker (version 1.30.0) [30] to determine the enriched genomic features at TAZ binding sites. Interestingly, we found that more than 70% of TAZ was bound to promoter regions (0–3 kb) under normal growth conditions in MCF10A cells (Figure 4A). However, under the TAZ activation condition, we found that approximately 75% of TAZ binding peaks were localized in other intron or distal intergenic regions, and less than 25% of TAZ binding peaks were localized in the promoter regions after 24 h of Dox treatment (Figure 4A). In contrast, we found that about 40% of TAZ binding peaks were localized in the promoter regions, and about 52% of TAZ binding peaks were localized in the other intron or distal intergenic regions after 72 h of Dox treatment (Figure 4A). Consistently, we revealed that approximately 25% of TAZ binding peaks were localized 0–3 kb away relative to the transcription starting site (TSS) from both strands, and the vast majority of TAZ binding peaks were localized in the 10–100 kb regions relative to the TSS at 24 h after TAZ activation (Figure 4B). At 72 h TAZ activation, the number of TAZ binding peaks increased to approximately 40% relative to the location adjacent to the TSS and decreased to 35% in 10–100 kb regions relative to the TSS (Figure 4B). These results suggest that TAZ dynamically binds to genomic regions.

### 3.4. Dynamic Alterations of PLSs, pELSs, and dELSs Containing TAZ Binding Peaks

To reveal patterns of TAZ binding to its targets, we analyzed several well-known TAZ targets over the study’s time course (Supplementary Figure S1). Interestingly, we detected three TAZ binding patterns: (1) TAZ binds to a promoter first and then binding extends to upstream enhances, such as with CTGF and CYR61; (2) TAZ simultaneously binds to upstream enhancers and promoters, such as with ANKRD1 and CCDC80C; (3) TAZ binds to a promoter and binding extends to the gene body, such as with KIBRA and AMOTL2.

To understand the dynamics of TAZ binding to the distal enhancer, proximal enhancer, and promoter regions, we overlapped TAZ binding sites with ENCODE cCRE (candidate cis-regulatory elements) regions that contains over 1 million human regulatory DNA elements (Figure 5A). Under the normal growth condition, we found that TAZ binding peaks contained relatively equal numbers of promoter-like signatures (PLSs), proximal enhancer-like signatures (pELSs), and distal enhancer-like signatures (dELSs). However, in response to TAZ activation, dELSs containing TAZ binding peaks dramatically increased. In contrast, the PLSs and pELSs in TAZ binding peaks decreased significantly. These data were confirmed when we compared the ratio of PLSs, pELSs, and dELSs containing peaks at different TAZ activation time points (Figure 5B).

### 3.5. Analysis of Transcription Factor Motifs in TAZ Binding Peaks

To analyze the transcription factor (TF) motifs in TAZ binding peaks, we performed de novo motif analysis using HOMER. Then, the discovered motifs were compared with known motifs in the HOMER database. We found that the TEA domain factor (including TEAD1/2/3/4) and bZIP class factor (including JUNB, FOSL2, and BATF) motifs were the top two TF motifs in pELS/PLS regions 24 h after Dox treatment (Figure 6A). After 72 h of Dox treatment, we observed Runt domain factor (e.g., RUNX2), TEA domain factor (e.g., TEAD), STAT domain factor (e.g., STAT3), and YY1 and tryptophan cluster factor (e.g., ELK4) motifs in TAZ binding peaks.

We detected a switch in the TEAD and FOSL2 motifs at the early time point of TAZ activation (Figure 6B,C). The colocalization of TEAD/FOSL2 motifs remained at a steady status during TAZ activation (Figure 6C). Interestingly, we found that TAZ was directly bound to TEAD1, TEAD3, and TEAD4 promoter regions, but not TEAD2, which indicates that TAZ mainly activates TEAD1, TEAD3, and TEAD4 in mammary epithelial cells (Supplementary Figure S2A). We observed that TAZ was bound to FOSL1 and FOSL2 at the later TAZ activation time point (72 h) (Supplementary Figure S2B). These data indicate that TAZ activates distinct TEAD family members in mammary epithelial cells. Furthermore, TAZ binds to TEAD or FOSL2 transcription factors separately and may regulate different sets of gene expression.

### 3.6. TAZ Activation Alters Chromatin Architecture

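Open chromatin was measured by ATAC-seq, in which a transposase cuts accessible DNA and adds sequencing adapters to it, in MCF10A cells that carried the tet-inducible TAZ-4SA. MCF10A is a non-transformed human mammary epithelial cell line, and TAZ-4SA is a constitutively active form of TAZ. Cells without Dox (No Dox) were compared with cells treated with 0.05 µg/mL Dox for 72 h, with 2 biological replicates per condition and 50000 cells per reaction. The authors aligned the read pairs to hg38 with BWA, pooled the 2 replicates of each condition and called peaks with MACS2 at an FDR of 0.05. The paper's stated depth is 100 M PE reads on average, and the peak lists carry no read counts, so the depth of each sample is unknown here. Each list gives the position and summit of every peak, its fold enrichment over background and −log10 of its q-value, and these are the authors' values for the pooled replicates. With 1 list per condition, no spread between replicates and no p-value can be given, and the 95% confidence intervals (exact Clopper-Pearson) cover counting error only.
The Dox list held 84353 peaks with a median width of 482 bp and a median fold of 4.07, and the No Dox list held 117740 peaks with a median width of 491 bp and a median fold of 3.81. They covered 54.5 Mb in Dox and 78.4 Mb in No Dox. Every fold was a whole multiple of 1 step per list, within 0.01 of a step, and the lowest fold was 12 steps in both lists. Peaks of chromosomes 1 to 22 and X that overlapped or touched were merged into a union of 149858 regions, which covered 100.4 Mb or 1077927 bins of 100 bp. A region was called Dox-only or No-Dox-only when it held peaks of that list alone, and shared otherwise. Such regions are not the DARs of the study, which the authors defined with DESeq2 from read counts in bins of 100 bp at an FDR of 0.1 and a fold of 1.2, and which were not analysed here. A peak just below the threshold of the other list also makes a region condition-only. Strong condition-only regions were therefore reported beside all of them, with a peak at or above the median fold of its own list. A further set with a fold of at least 8 was chosen after the values were seen.
In neither list did a peak lie on chromosome 9 between 21837062 and 22159075, a stretch of 322 kb that holds CDKN2A and CDKN2B, which MCF10A cells have lost. At WWTR1, the gene that encodes TAZ, exons 1 and 2 lay under a promoter peak in both conditions, and exons 3 to 7 held no peak in either.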

Finally, to assess genome-wide chromatin accessibility in response to TAZ activation, we carried out the ATAC-seq analysis at 72 h after Dox administration. 

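ANKRD1, a target gene of YAP/TAZ that encodes a nuclear ankyrin repeat protein, had a promoter peak with Dox and none without it. The gene lies on the minus strand of chromosome 10 in hg38 from 90912096 to 90921087, and the Dox peak covered its transcription start site (TSS) from 90921086 to 90921739 at a fold of 9.27. ANKRD1 was also the nearest coding gene of Dox-only regions that start at 90911509, 90935950 and 90960027, of 2 shared regions and of 0 No-Dox-only regions within 100 kb. AMOTL2, a Hippo pathway protein that binds YAP and TAZ, had 8 Dox-only and 2 No-Dox-only regions, and TEAD1, a DNA-binding partner of TAZ, had 9 and 4. FOSL2, a subunit of AP-1, had 4 Dox-only and 0 No-Dox-only regions, and MYC had 8 and 4. Among strong regions the numbers were 3 and 0 for ANKRD1, 4 and 1 for AMOTL2, 5 and 3 for TEAD1 and 2 and 0 for FOSL2, while MYC had 0 Dox-only and 1 No-Dox-only region.
CCN1 and CCN2, matricellular proteins and YAP/TAZ targets, had promoter peaks in both conditions, with 0 Dox-only regions and 1 and 2 No-Dox-only regions. WWC1, an upstream activator of the Hippo kinases, was the nearest coding gene of 12 Dox-only and 15 No-Dox-only regions (1 and 6 among strong ones). Most of these No-Dox-only regions lay within the neighbouring gene TENM2, which ends at 168264157, as did Dox-only regions that start at 168227840 and 168261688. Within WWC1, from 168291645 to 168472303 on chromosome 5, the No-Dox-only regions started at 168329253 and 168342308, and more regions were Dox-only. One of the latter, in its first intron from 168334578 to 168335229, had a fold of 8.82 and held a TEAD site. Of 24 genes that were listed here from the paper's text and, for TP63, from Fig. 7D, 21 had a promoter peak in both conditions and 3 with Dox alone, namely ANKRD1, TP63 and MED1. TP63 had 2 Dox-only and 3 No-Dox-only regions, RUNX2 had 1 and 4, and WWTR1 had 1 and 3. Among the chromatin regulators, PRMT5, KMT2D and MED1 each had 1 Dox-only and 0 No-Dox-only regions.
Across the genome, 33440 regions (22.3%) were Dox-only, 67861 (45.3%) were No-Dox-only and 48557 (32.4%) were shared. Dox-only regions made up 33.0% of all condition-only regions (95% confidence interval 32.7 to 33.3). Among strong regions, 9877 were Dox-only and 20008 were No-Dox-only. With the longer list shortened by q-value to the length of the other, the numbers were 37467 Dox-only and 38843 No-Dox-only regions. At a fold of at least 8 there were 760 Dox-only and 735 No-Dox-only regions, a Dox-only share of 50.8% (48.3 to 53.4).

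**Figure D1:**
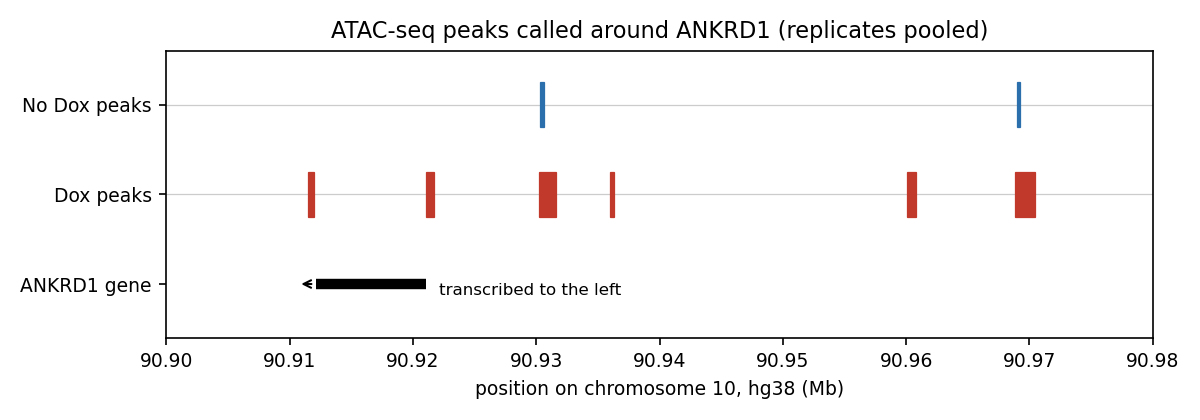
Map of the ANKRD1 locus on chromosome 10 of hg38 (x axis, position), with the peaks of the Dox and No Dox lists drawn as boxes to scale above the gene. The peak from 90921086 to 90921739 at the TSS is in the Dox list alone, and box height carries no value.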

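As a group, the condition-only regions of YAP/TAZ target genes had a higher Dox-only share than most random gene lists. Of 22 targets, 20 had a Dox-only region and 15 a No-Dox-only region, and 58.8% of their condition-only regions (87 Dox-only against 61 No-Dox-only, 95% confidence interval 50.4 to 66.8) were Dox-only, at the 97.6th percentile of 10000 random gene lists with like numbers of regions (median 39.0%, central 95% from 23.1 to 58.6). Genes of the basal epithelium and of p63, had a Dox-only share of 63.5% at the 98.7th percentile, with 7 Dox-only and 0 No-Dox-only regions at JAG2, a Notch ligand, 10 and 6 at FAT2, an atypical cadherin, and the other direction, 3 and 12, at LAMB3, a laminin subunit. Genes of the AP-1 family had 72.7% at the 97.6th percentile, with 13 and 5 regions at ATF3.
Over all regions, the other lists lay within the central 95% of their random lists. The Dox-only share was 62.8% for epithelial junction genes, 57.8% for the genes named by the paper, 51.3% for TEAD and Hippo pathway genes and 50.7% for mesenchymal and matrix genes. It was 45.8% for complement genes, 54.1% for interferon response genes, 51.7% for cell cycle genes, 39.1% for genes of amino-acid biosynthesis and 32.1% for luminal epithelium genes. Among strong regions it was 42.9% for epithelial junction genes (15 Dox-only and 20 No-Dox-only) and 50.0% for genes named by the paper. It was 43.8% there for TEAD and Hippo pathway genes and 47.4% for mesenchymal and matrix genes. It was also 35.3% for complement, 61.5% for interferon response, 40.0% for cell cycle, 37.5% for amino-acid biosynthesis and 35.7% for luminal epithelium genes. Over all regions, NF kappa B and TNF genes had 40 Dox-only and 51 No-Dox-only regions, and 12 and 26 among strong ones. Housekeeping genes, taken as a control, had 69.7% at the 94.9th percentile, and 75.0% at the 97.6th among strong regions. Markers of cell types that the culture does not hold had 21 Dox-only and 16 No-Dox-only regions (immune cells) and 11 and 14 (endothelial cells), and 6 of 12 and 8 of 10 of these markers had no promoter peak in either condition. When the random lists were also matched on GC content, a choice made after the values were seen, YAP/TAZ targets lay at percentile 99.5, the basal epithelium and p63 genes (97.3) and the AP-1 family (89.4) lay within the central 95%, and mesenchymal and matrix genes (98.8) and epithelial junction genes (97.7) lay above it. Among strong regions with the same GC matching, mesenchymal and matrix genes (95.3) and epithelial junction genes (62.9) lay within the central 95%. Only YAP/TAZ targets (99.5) lay above it there. The YAP/TAZ share was within the central 95% with lists of equal length (71.7%) and with a TSS within 20 kb (62.7%). The share of basal epithelium and p63 genes was within it at a q-value of 1e-05 (60.9%) and with lists of equal length (72.7%). The same held with an overlap of 50% (58.5%) and a TSS within 20 kb. The share of AP-1 family genes was within it among strong regions (64.3%) and under most of the other alternatives. At a fold of at least 8, basal epithelium and p63 genes had 1 Dox-only and 1 No-Dox-only region. At this fold the central 95% ran from 0% to 100% for these genes and for YAP/TAZ targets, so no share could lie outside it.
Ranked by the balance of strong regions, the genes with most Dox-only regions included PITX1, a homeobox transcription factor (14 Dox-only and 0 No-Dox-only), DNAH14, an axonemal dynein (15 and 1), and NFASC, a cell adhesion protein (14 and 1). The genes with most No-Dox-only regions included ESRRG, an orphan nuclear receptor (1 Dox-only and 63 No-Dox-only), PLD5 (0 and 41), CHRM3, a muscarinic receptor (8 and 46), and KCNH1, a potassium channel (1 and 37). All 20 genes ranked this way lay in the 26 windows of 10 Mb where condition-only regions were most crowded. The median GC content of their windows was 44.7% for the genes with most Dox-only regions and 40.9% for those with most No-Dox-only regions. The ranking depended on the strength of the peaks. Ranked by regions with a fold of at least 8, the 10 genes in each direction included none of these 20.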

We found that TAZ activation led to both opened and closed DARs (Figure 7A). 

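Introns and distal intergenic DNA held 64.6% of Dox-only regions, 81.5% of No-Dox-only regions and 54.2% of shared regions. Distal intergenic DNA held 28.5% of Dox-only and 38.3% of No-Dox-only regions, introns other than the first held 18.3% and 22.9%, and first introns held 17.8% and 20.4%. Exons and UTRs outside promoters held 5.28% and 3.03%. The 2 classes of distal intergenic DNA and other introns together came to 46.8% of Dox-only and 61.1% of No-Dox-only regions.
Of the 5 regions with the highest fold in each class, 4 Dox-only and 3 No-Dox-only regions lay in introns or distal intergenic DNA. Among Dox-only regions, that on chromosome 1 from 166814059 to 166815309 (fold 27.8) was distal intergenic, 24.1 kb from the TSS of POGK, and that on chromosome 2 from 20930237 to 20931792 (fold 22.8) was distal intergenic, 107 kb from LDAH. Those on chromosome 8 from 117810531 to 117811996 (fold 23.5) and on chromosome 5 from 94217364 to 94218928 (fold 23.3) lay in introns, and their nearest coding genes were MED30 and FAM172A. The peak with the highest fold of all Dox-only regions, 98.8 on chromosome 17 from 22524084 to 22524517, lay within 1 kb of a non-coding TSS and 832 kb from the nearest coding one. Among No-Dox-only regions, those on chromosome 2 from 137380231 to 137381463 (fold 22.9), on chromosome 3 from 165753404 to 165754266 (fold 18.9) and on chromosome 9 from 116855962 to 116856837 (fold 17.6) lay in introns other than the first, with HNMT, BCHE and TRIM32 as nearest coding genes. The other 2 of the 5 highest lay on chromosome 8 from 73419440 to 73421204 (fold 17.6), within 1 kb of a TSS and 122 kb from the coding gene RDH10, and on chromosome 5 from 128348907 to 128350271 (fold 17.4), in an exon, with FBN2 as the nearest coding gene.
Each region was assigned to 1 class in the order promoter (within 3 kb of a TSS), UTR, exon, intron and distal intergenic, with GENCODE release 44. With protein-coding transcripts only, distal intergenic DNA held 46.2% of Dox-only and 59.95% of No-Dox-only regions.

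**Figure D2:**
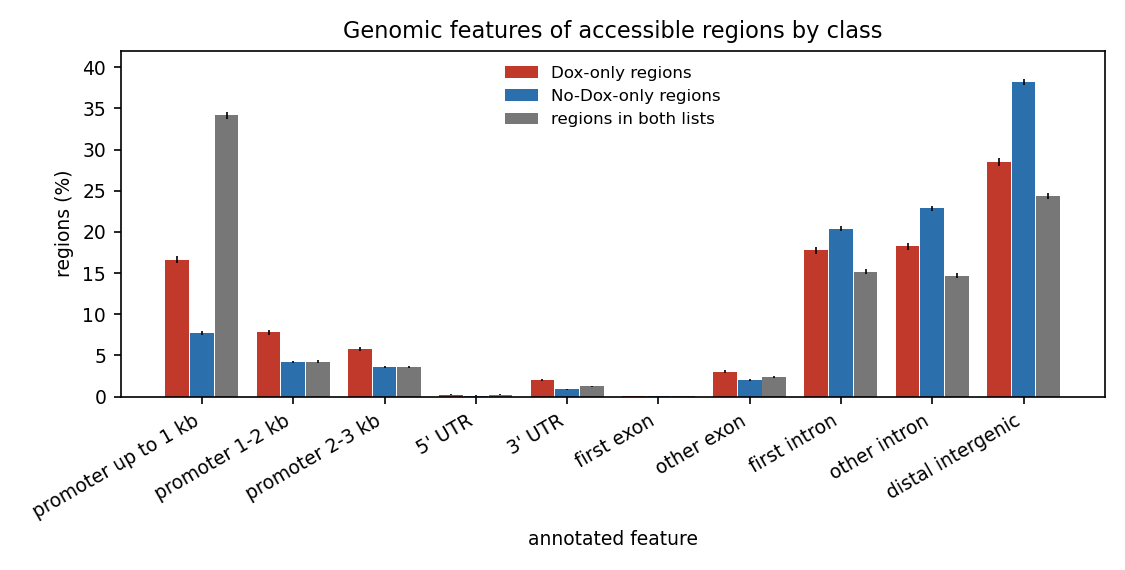
Percent of Dox-only, No-Dox-only and shared regions (bars) in each genomic class, with 95% Clopper-Pearson intervals as error bars. Distal intergenic DNA held 38.3% of No-Dox-only and 28.5% of Dox-only regions, and shared regions were most often within 3 kb of a TSS.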

The vast majority of DARs in response to TAZ activation were widely localized in distal intergenic and other intron regions (Figure 7B). 

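Promoters, taken as DNA within 3 kb of a TSS, held 30.2% of Dox-only regions (95% confidence interval 29.7 to 30.7), 15.5% of No-Dox-only regions (15.2 to 15.8) and 41.9% of shared regions. Within 1 kb of a TSS the shares were 16.6% for Dox-only, 7.71% for No-Dox-only and 34.1% for shared regions. In comparison, 17.0% of the genome lay within 3 kb of a TSS. Regions more than 10 kb from any TSS made up 46.5% of Dox-only, 66.7% of No-Dox-only and 41.6% of shared regions.
Most promoters had the same state in both conditions. Of 19618 coding genes, 12474 (63.6%) had a peak within 1 kb of a TSS in both conditions and 5235 (26.7%) in neither, while 1128 (5.75%) had one with Dox alone and 781 (3.98%) without Dox alone. Among the members with the most condition-only regions of each gene list other than that of the paper, COL5A1, a fibrillar collagen, PKP1, a desmosomal plaque protein, IFIT2, an interferon-induced protein, and CD79A, a part of the B-cell receptor, had a promoter peak with Dox alone. GRHL2, an epithelial transcription factor, PGR, the progesterone receptor, and BCAT1, a branched-chain aminotransferase, had one without Dox alone, and BCAT1 also had a Dox-only region 1.82 kb from its TSS.
The promoter share depended on the strength of the peaks and on the transcripts used. Among strong regions it was 27.7% for Dox-only and 17.5% for No-Dox-only. At a fold of at least 8 it was 19.1% (16.3 to 22.1) for Dox-only and 16.1% (13.5 to 18.9) for No-Dox-only, intervals that overlap. With protein-coding transcripts only, it was 14.9% and 5.62%.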

Less than 10% of opened or closed DARs were located in promoter regions (Figure 7B,C). Utilizing GIGGLE analysis to determine the potential transcription factor binding sites in the TAZ activation-induced DARs, we found that chromatin modifiers PRMT5, KMT2D, MED1, and BRD4 were highly associated with opened DARs (Figure 7D). These data indicate that TAZ activation drives chromatin architecture alterations and potentially acts through the recruitment of specific histone modifiers.

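TEAD sites were more frequent in Dox-only than in No-Dox-only regions, and AP-1 sites were less frequent. TEAD factors bind DNA for TAZ, and AP-1 is the dimer of FOS and JUN proteins. Among strong regions, 26.3% of Dox-only regions (95% confidence interval 25.5 to 27.2) held the TEAD motif RCATTCC within 100 bp of the summit, against 5.58% of No-Dox-only regions (5.27 to 5.91) and 10.0% of shared regions. Random sets of shared regions matched on GC content and width held it in 11.8% (11.3 to 12.3, central 95% of 1000 sets) for Dox-only and 13.1% (12.7 to 13.5) for No-Dox-only regions. The AP-1 motif TGASTCA was in 14.1% of strong Dox-only and 22.4% of strong No-Dox-only regions. Both lay below their matched sets, with 21.2% (20.6 to 21.8) and 23.97% (23.5 to 24.4), but these sets were not matched on fold. At a fold of 4 to 6, AP-1 was in 22.5% of No-Dox-only, 15.9% of shared and 13.5% of Dox-only regions. At a fold of 6 to 8 it was in 40.2%, 23.0% and 17.3%, and under a fold of 4 in 7.74%, 7.82% and 5.62%. At equal fold, Dox-only regions thus lay below shared regions, and No-Dox-only regions lay above them from a fold of 4.
Both contrasts were wider for regions of higher fold. At a fold of at least 8, TEAD sites were in 46.5% of Dox-only (42.9 to 50.1) and 4.08% of No-Dox-only regions (2.77 to 5.78), and AP-1 sites in 13.2% of Dox-only and 40.8% of No-Dox-only regions (37.2 to 44.5), where the matched sets of No-Dox-only regions held AP-1 in 27.1% (24.1 to 30.3). Over all condition-only regions, TEAD sites were in 13.6% of Dox-only and 5.72% of No-Dox-only regions, and AP-1 sites in 8.12% and 11.7%, against 18.4% and 22.5% in the matched sets. The Dox-only region near POGK on chromosome 1 held a TEAD site from 166814852 to 166814858, within TCTTGATAATGGAATGTGAGTGGAATG, and those nearest FAM172A and LDAH held one too. AP-1 sites were in the No-Dox-only regions nearest HNMT, BCHE and RDH10. TEAD and AP-1 motifs stood together in 3.44% of strong Dox-only regions, against 3.70% if they were independent, and in 1.44% of all Dox-only regions (1.32 to 1.57), against 1.102%.
RUNX motifs were in 7.06% of strong Dox-only and 5.57% of strong No-Dox-only regions, and STAT motifs in 4.01% and 2.91%. Motifs of C/EBP (2.47% and 4.46%), NF-kB (1.87% and 2.83%), GRHL (1.69% and 2.33%) and CTCF (1.32% and 1.87%) were less frequent in Dox-only than in No-Dox-only regions. The 95% intervals of the 2 classes did not overlap for any of these 6 motifs in strong regions, but over all regions the interval of the difference held 0 for RUNX, STAT, NF-kB and CTCF. Over the whole peak, RUNX and STAT differed the other way, by -0.622 and -0.552 percentage points (Dox-only minus No-Dox-only). The TEAD sequence in reverse order, a control of equal composition, was in 2.43% and 2.46%. The comparison with public binding profiles by GIGGLE was not repeated here, so these shares describe sequence and not the binding of chromatin regulators. From the opened and closed DARs and the association of chromatin modifiers with opened DARs, the paper concludes that TAZ activation alters chromatin architecture, and proposes that TAZ acts by recruiting specific histone modifiers.

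**Figure D3:**
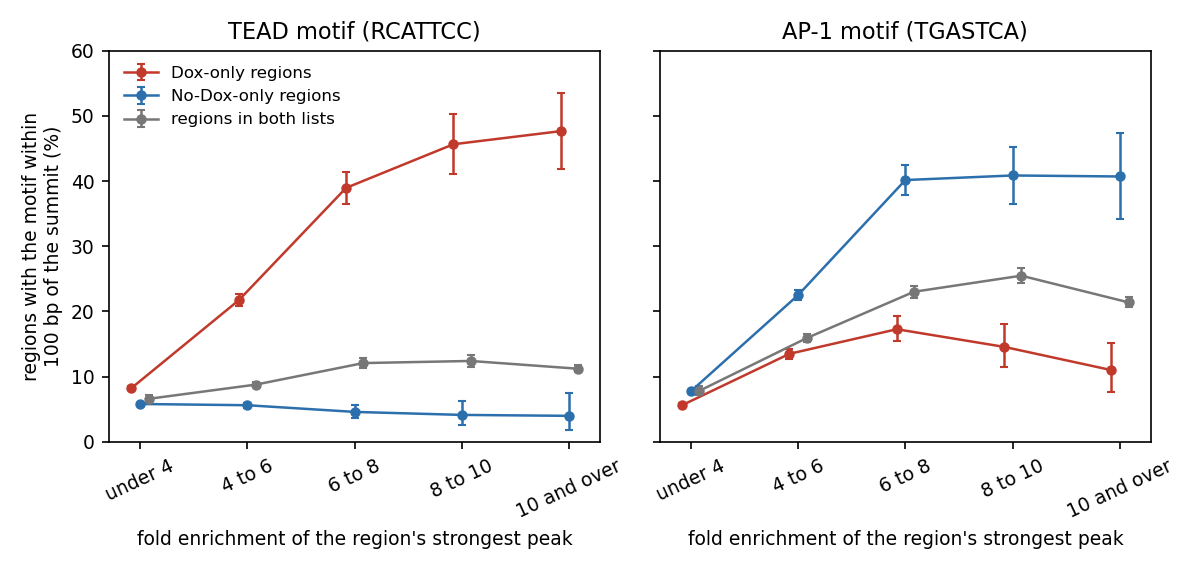
Percent of Dox-only and No-Dox-only regions with a TEAD motif or an AP-1 motif (y axis) by the fold of their own peak (x axis), with 95% Clopper-Pearson intervals as error bars. TEAD in Dox-only regions went from 8.25% in the lowest to 47.7% in the highest fold class, and AP-1 in No-Dox-only regions from 7.74% to 40.7%.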

## 4. Discussion

TAZ is one of the major Hippo pathway transducers and plays an important role in organ size control, mechanotransduction, cell proliferation, cancer stem cell (CSC) traits, resistance to chemotherapy, and tumorigenesis [33,34,35,36]. Using a tet-inducible system, we have systematically characterized the landscape of genome-wide TAZ binding sites in mammary epithelial cells.

Consistent with a recent report, we found that the vast majority of TAZ binds to distal intergenic regions early on during TAZ activation (i.e., at 24 h) [14]. Interestingly, we revealed that TAZ binding peaks dramatically increased around TSS regions at a later TAZ activation time point (i.e., at 72 h). We found three distinctive TAZ binding patterns to its targets, which differed in regard to the type of binding site (e.g., promoter and enhancer) and temporal features of binding (e.g., early vs. late binding). These different binding patterns may result from the chromatin accessibility of its targets. Whether there are different transcription factor motifs in these binding sites warrants further analysis.

TAZ does not contain a DNA binding motif and functions as a transcriptional co-activator that is recruited by the TEAD family of transcription factors [37]. More recently, it has been shown that TAZ also binds to the transcription factors AP1 and STAT3 [14,16]. The previous working model was TAZ recruited by TEADs, and act together with AP-1 factors at genomic regions containing both TEAD and AP1 sequence motifs [14]. Our data align with recent findings that TAZ binds to TEAD or AP1 separately, i.e., only a minority of TAZ binds to the TEAD and AP1 motifs together. Furthermore, we found that TAZ was rapidly recruited to TEAD motif-containing sites and reduced binding to AP-1 motif containing sites in response to TAZ activation (24 h). At a later TAZ activation time point (72 h), TAZ was redistributed individually between TEAD and AP-1 motif-containing sites. These results indicate that TAZ may co-operate with TEAD and AP-1 separately to regulate the gene expression program. Interestingly, we also detected TAZ binding peaks in TEAD 1, 3, and 4 family members, as well as FOSL1 and FOSL2 promoter regions. This is consistent with a recent report that YAP/TAZ binds to the promoter region of FOS to stimulate its transcription [17].

Previously, it has been reported that YAP/TAZ can recruit the mediator complex to YAP-bound regulatory elements (YREs) [38]. Our ATAC-seq analysis indicates that TAZ activation induces alterations in the chromatin architecture and may involve the recruitment mediator MED1. Furthermore, we found that TAZ activation may result in the recruitment of histone modifiers, such as histone arginine methyltransferase 5 (PRMT5) and **histone**-lysine N-methyltransferase (KMT2D) to open DARs. Further functional analysis is warranted to precisely understand whether TAZ activation drives histone modification and consequently leads to epigenetic alterations.

## 5. Conclusions

In summary, through the use of a tet-inducible system, we dissected the TAZ-regulated transcription program and genome-wide TAZ binding sites in response to TAZ activation in mammary epithelial cells. Our studies will help us to further understand the biological function of TAZ during breast cancer development.

## Figures and Tables

**Figure 1:**
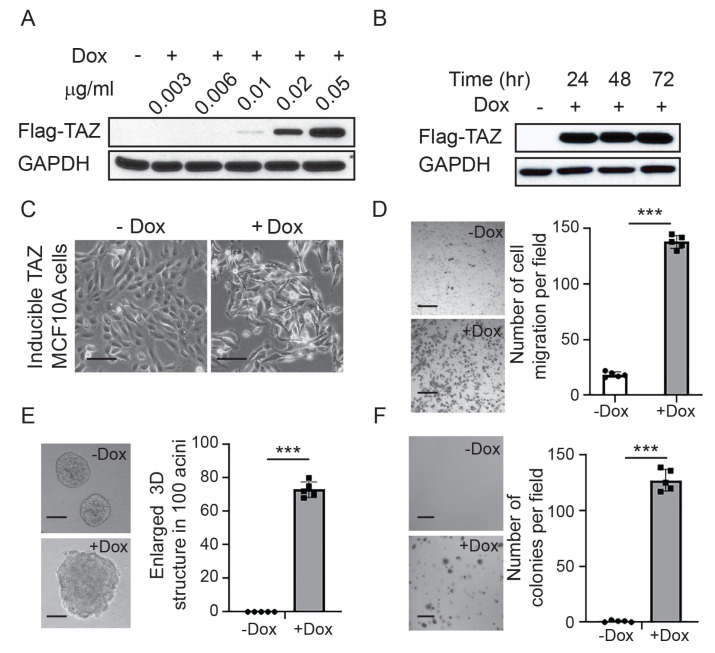
Characterization of the inducible TAZ activation system. (**A**) Immunoblot detection of exogenous TAZ expression in response to different does of doxycycline (Dox). GAPDH was used as the loading control. (**B**) Immunoblot detection of exogenous TAZ expression in response to 0.05 µg/mL doxycycline at different time points. GAPDH was used as the loading control. (**C**) TAZ activation induced cell morphological changes from curbstone epithelial cells to fibroblast-like mesenchymal cells. Scale bar = 100 µm (**D**) Representative images and quantification of cell migration under the condition without or with Dox. TAZ activation increased cell migration. Scale bar = 200µm (**E**) Representative images and quantification of three-dimensional (3D) acini formation under the condition without or with Dox. TAZ activation led to enlarged 3D culture acini formation. Scale bar = 100µm (**F**) Representative images and quantification of colonies in soft agar under the condition without or with Dox treatment. TAZ activation induced colony formation in soft agar. Scale bar = 250 µm Data are shown as the mean ± standard deviation (SD). Statistical analyses were run with unpaired two-tailed Student’s *t*-tests; *** *p* < 0.001. The uncropped bolts are shown in Supplementary Materials.

**Figure 2:**
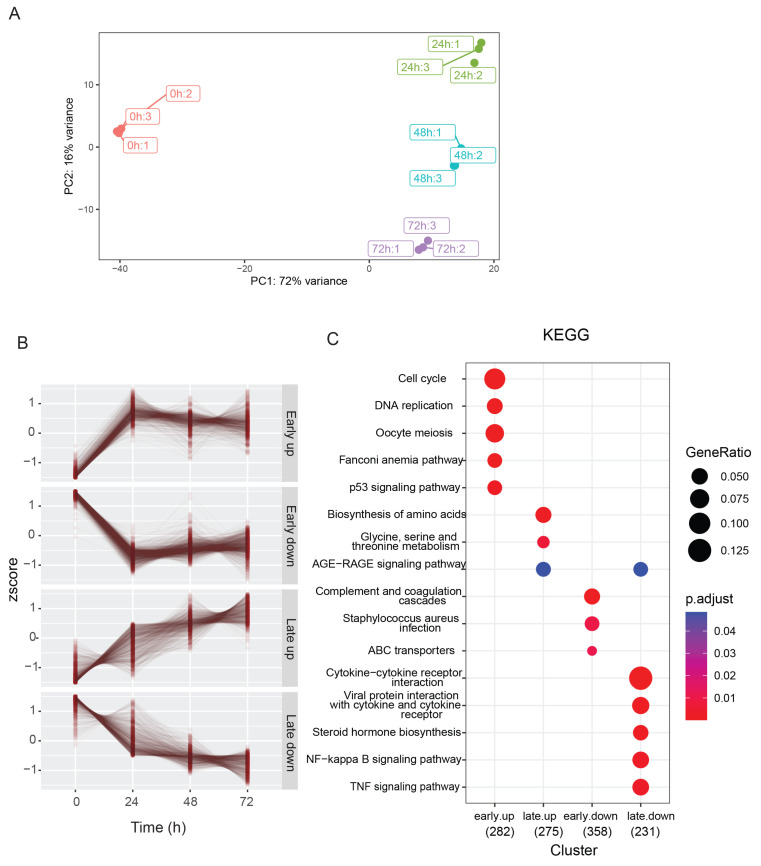
TAZ activates distinctive transcription programs. (**A**) Principal component analysis (PCA) plot of the TAZ-driven transcriptome in response to Dox treatment at different time points. (**B**) Four gene expression patterns were observed after Dox administration at different time points. (**C**) KEGG analysis identified the pathway alterations in response to TAZ activation. GeneRatio was calculated as the ratio of the number of genes within the KEGG pathway versus the total number of genes in the four gene sets (as shown in the x-axis). The p.adjust value represents the multiple comparison adjusted *p*-value derived from the Benjamini–Horchberg method.

**Figure 3:**
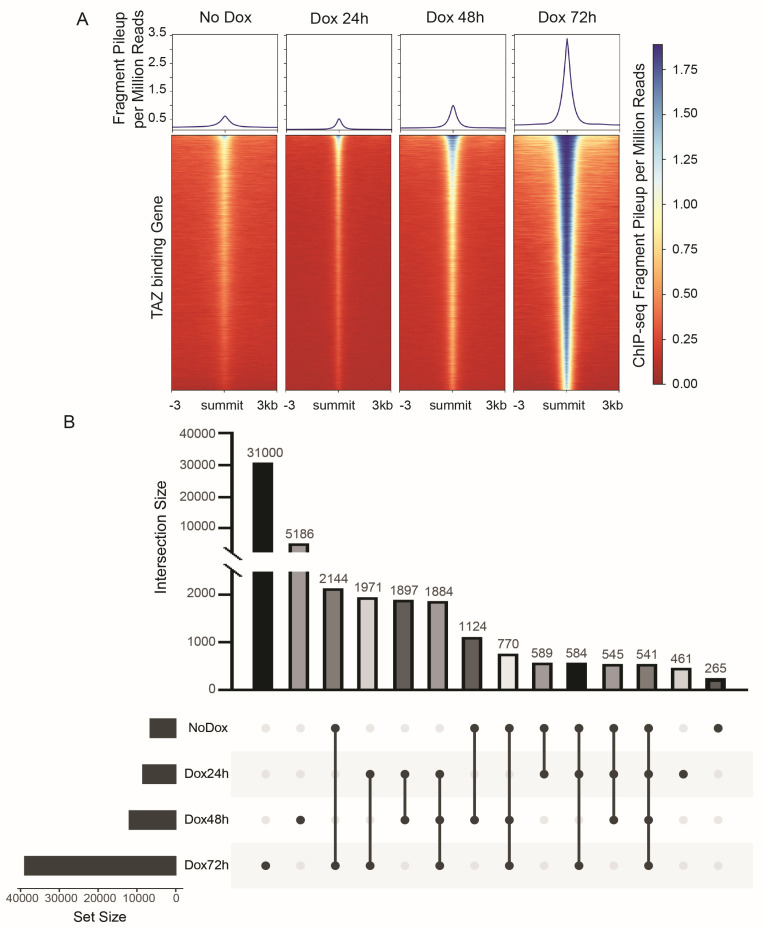
Genome-wide characterization of TAZ binding sites. (**A**) Representative aggregation plot and heatmap of ChIP-seq signals around genome-wide TAZ binding peaks. The values are the fragment pileup per million reads from MACS2. Please note that the heatmap color saturates at 1.8 as the darkest blue; the actual value can be higher than 1.8. (**B**) The UpSet plot shows overlap or distinctive TAZ binding peaks at different time points after Dox administration. Each column shows the number of binding sites distinctive to each category (single dot) or common among categories (connected dots).

**Figure 4:**
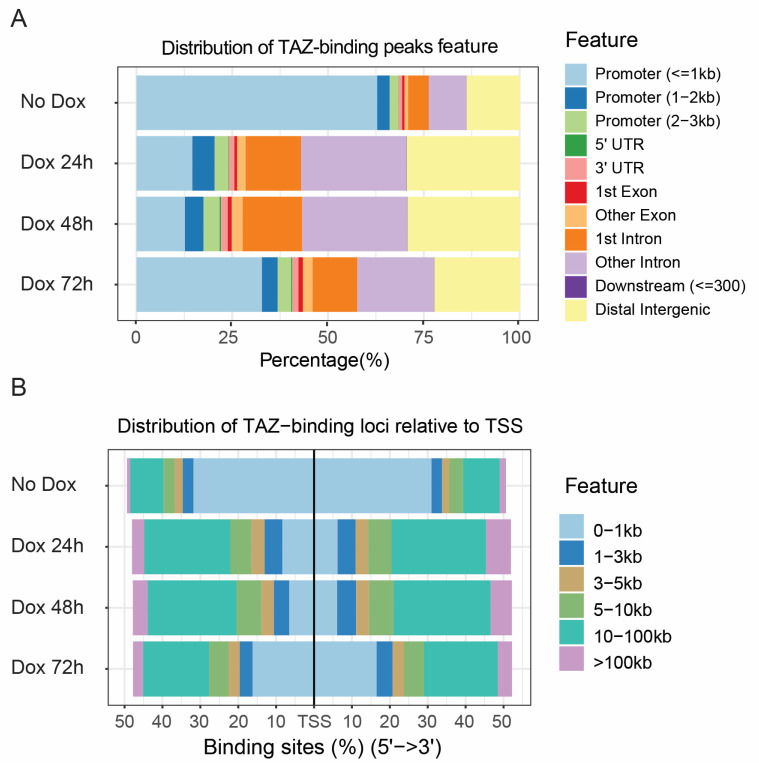
Genome-wide distribution of TAZ binding peaks in response to Dox treatment. (**A***)* Distribution of TAZ binding peak features at different TAZ activation time points. (**B**) Distribution of TAZ binding peaks relative to transcription factor start sites (TSSs).

**Figure 5:**
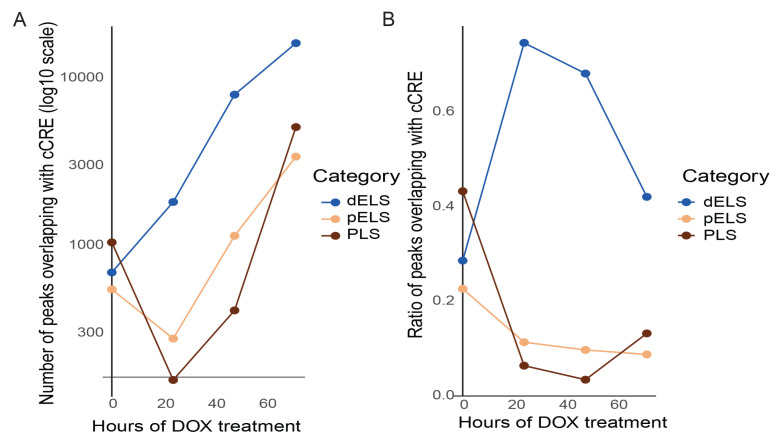
Dynamic alterations in promoter-like signatures (PLSs), proximal enhancer-like signatures (pELSs), and distal enhancer-like signatures (dELSs) containing TAZ binding peaks. (**A**) Numbers of TAZ binding peaks contain PLSs, pELSs, and dELSs at different TAZ activation time points. (**B**) Ratio of TAZ binding peaks overlapping with the cCRE (candidate cis-regulatory elements) dataset.

**Figure 6:**
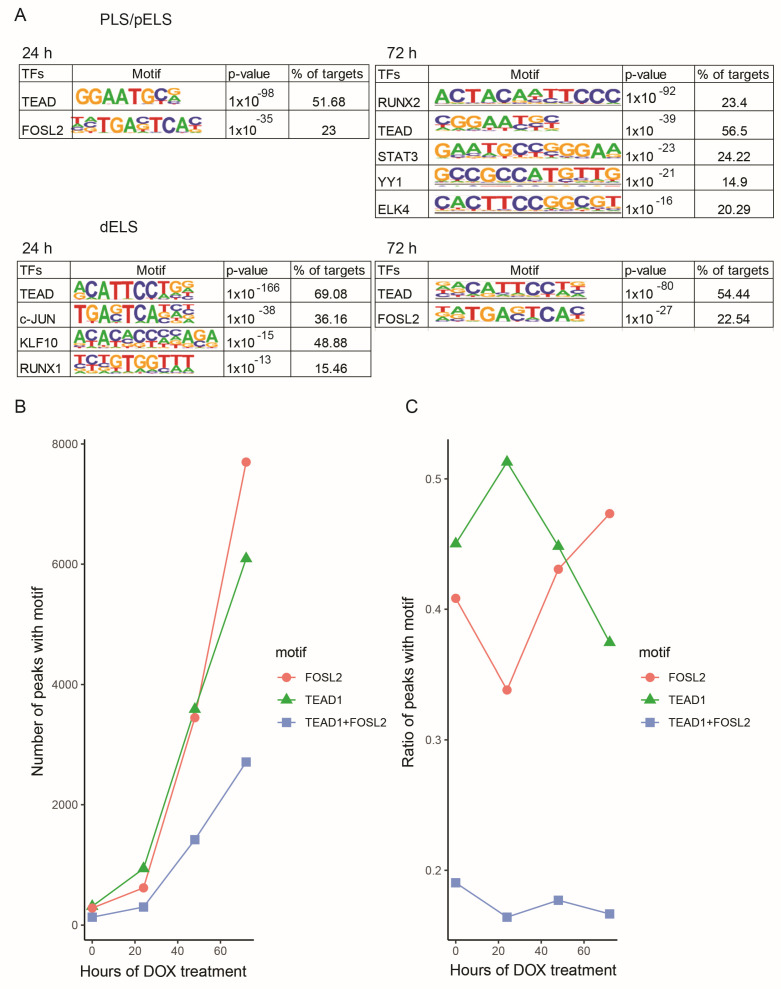
Analysis the transcription factor (TF) motifs in TAZ binding peaks. (**A**) Analysis of TF motifs in TAZ binding peaks after 24 h and 72 h during the Dox treatment. (**B**) Numbers of FOSL2 and TEAD1 and coexistence of TEAD1 and FOSL2 motifs in TAZ binding peaks containing dELS. (**C**) Ratio of FOSL2 or TEAD1 alone and coexistence of TEAD1 and FOSL2 in TAZ binding peaks.

**Figure 7:**
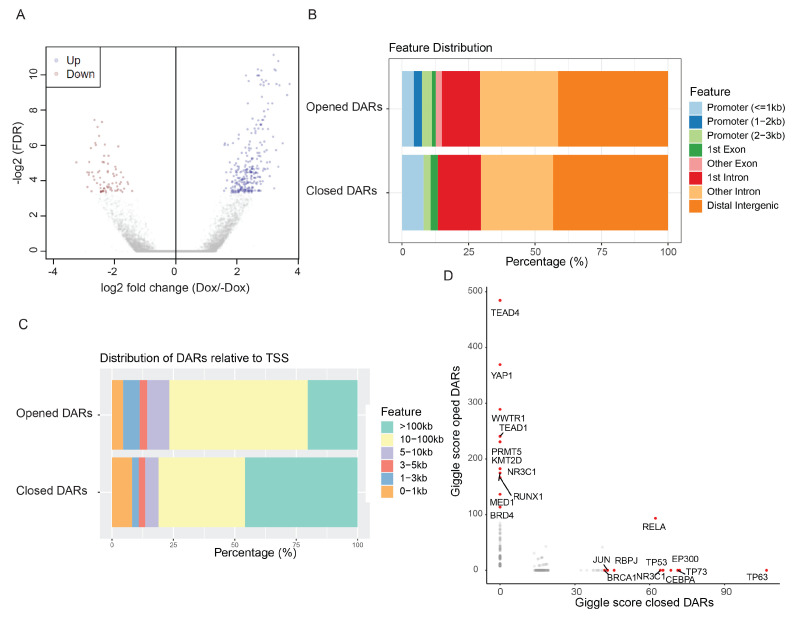
TAZ activation promotes the alterations of chromatin architecture. (**A**) Volcano plot of opened and closed differentially accessible regions (DARs). (**B**) Distribution of opened and closed DARs. (**C**) Distribution of opened and closed DARs relative to the transcription starting site (TSS). (**D**) Transcription factors in opened and closed DARs identified through the GIGGLE analysis.

## Data Availability

The raw RNA-seq, ChIP-seq, and ATAC-seq data presented in the study were deposited in the Gene Expression Omnibus (GEO) repository.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15194713/s1, Figure S1: Identification TAZ binding patterns for its targets; Figure S2: TAZ directly binds to TEAD and FOSL transcription factor promoters; Table S1: KEGG pathway analysis in response to TAZ activation.

How the deposited data were processed for this re-analysis (not part of the article)

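ATAC-seq of MCF10A cells with tet-inducible TAZ-4SA was taken from 1 pooled peak list per condition, No Dox and 0.05 µg/mL Dox for 72 h, each made from 2 biological replicates. The authors aligned read pairs to hg38 with BWA, pooled the replicates and called peaks with MACS2 at an FDR of 0.05. The fold enrichment of each peak at its summit is the authors' value, a ratio of the pooled signal to the background. The −log10 of the q-value of each peak was deposited with it, as the peak caller gave it. All folds were whole multiples of 0.226 in Dox and 0.212 in No Dox, within 0.01 of a step, as 1 constant background per list would give. If 1 is added to signal and background, these steps stand for a background of 3.42 in Dox and 3.72 in No Dox. Folds were used only to rank or filter peaks within their own list. The study's own DARs, made with DESeq2 from read counts in bins of 100 bp, and the GIGGLE comparison need inputs that were not analysed here. The paper's RNA-seq and ChIP-seq experiments were not analysed here either.
All 202093 peaks lay within the ends of the hg38 sequences. Peaks of chromosomes 1 to 22 and X that overlapped by at least 1 bp or touched were merged with bedtools 2.31.1 into union regions, and each region was Dox-only, No-Dox-only or shared. Of the Dox peaks, 60.3% overlapped a No Dox peak, and of the No Dox peaks, 42.3% overlapped a Dox peak. Strong regions had a peak at or above the median fold of their list. Regions were assigned to promoters (within 3 kb of a TSS), UTRs, exons, introns or distal intergenic DNA in this order, with GENCODE release 44. Motifs were sought as fixed consensus sequences on both strands within 100 bp of the summit of the strongest peak, in the hg38 sequence read with pysam 0.24.0 and samtools 1.23.1. The 14 motifs were TEAD (RCATTCC), AP-1 (TGASTCA), p53/p63, RUNX, NF-kB, C/EBP, STAT, GRHL, glucocorticoid receptor, AP-2, the E-box of SNAIL and ZEB, ETS, CTCF and the reversed TEAD sequence (CCTTACR) as control. Motif shares were set beside 1000 random sets of shared regions matched on deciles of GC content and width.
Each region was assigned to the coding gene with the nearest TSS within 100 kb. The Dox-only share of the condition-only regions of a gene list was ranked among 10000 random lists of the same size, matched on deciles of the number of union regions. The 16 lists were YAP/TAZ targets, genes named by the paper, mesenchymal and matrix genes, epithelial junction genes, basal epithelium and p63 genes, luminal epithelium genes, complement, NF kappa B and TNF genes, cell cycle, amino-acid biosynthesis, the AP-1 family, TEAD and Hippo pathway genes, interferon response, housekeeping genes, and markers of immune and of endothelial cells. Genes and regions were named by a rule: the genes in the list of those named by the paper, the 10 genes in each direction with the largest balance of strong condition-only regions, the 5 regions of the highest fold in each direction, and up to 4 members of each list with the most condition-only regions. The values of 1 gene that this rule names are not reported here. The lists, motifs, rule and classes, and the alternatives other than those said to be chosen later, were fixed before the data were examined. With replicates pooled by the authors, shares were given with exact Clopper-Pearson intervals of 95% and no p-value was computed.
The steps were tested on simulated data. Of 3000 simulated regions 100% were given the right class, and of 1181 planted TEAD sites 100% were found. In trials without a difference, the motif share lay inside the central 95% of matched sets in 90.5% of 200 trials, where chance alone gives 95%. Shares without a difference thus fell outside this range more often than its nominal rate. A planted difference of 20 percentage points was found in 100% of 50 trials. Of 100 gene lists without a change 4% lay above the central 95% of random lists, where chance alone gives 2.5%, and of 50 lists with a raised Dox-only share 100% did.
The alternatives were q-values of 0.01 and 1e-05, lists of equal length, strong regions only, an overlap of 50%, summits within 500 bp, every line of the lists counted, all sequences, merging within 200 bp, the summit alone, protein-coding transcripts only, a window of 50 bp or the whole peak for motifs, a TSS within 20 kb, and the nearest gene of any type. Chosen after the values were seen were a fold of at least 8, leaving out chromosomes 1, 5 and 8, a relaxed p53/p63 motif (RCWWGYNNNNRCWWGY), averaging over 20 bins of GC content, and random gene lists matched on GC content. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.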

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

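The tests in this part were set before their own results were seen, but after both patterns had been seen, and the fold of at least 8 was chosen after the values were seen.
Dox-only regions were most frequent in GC-rich DNA and No-Dox-only regions in AT-rich DNA, a signal in regions that the paper does not discuss. Over deciles of GC content within 1 Mb, Dox-only regions made up 13.5% of condition-only regions in the lowest decile and 71.1% (70.2 to 72.0) in the highest, and 16.0% and 69.2% among strong regions, but the pattern was nearly absent at a fold of at least 8, where the area under the curve for GC content over 1 Mb was 0.516, against 0.713 over all regions. A longer No Dox list, as a deeper library gives, is argued against as the whole cause, since the area was 0.698 (0.675 to 0.718) with lists of equal length, while the depth itself is unknown. A bias toward the GC content of single fragments is argued against as the whole cause, since at equal GC content over 1 kb the GC content over 1 Mb still separated the classes with an area of 0.617 (0.595 to 0.638). A difference between the libraries in which weak peaks reach the threshold, a library difference that acts over longer stretches of DNA, and a shift of large chromatin domains or of replication timing with TAZ activation, may each contribute and were not tested.
Condition-only regions were crowded on a few chromosome segments, a second signal outside the regions that the paper discusses. Shared regions were crowded as well, so the crowding was not limited to condition-only regions. Chromosomes 1, 5 and 8, with 8.21%, 5.99% and 4.79% of the genome, held 9508, 4654 and 3874 of the 48557 shared regions. The 26 windows of 10 Mb with more than 3 times the median density of weak condition-only regions made up 8.90% of 292 windows. They held 31.8% (31504) of the condition-only regions in these 292 windows, a share that the choice of windows raises by construction. Of strong condition-only regions, which did not enter that choice, they held 26.6%. Of the 26 windows, 11 lay on chromosome 1, 7 on chromosome 5 and 4 on chromosome 8. GC content is argued against, since the median of the crowded windows lay at the 68.4th percentile of the other windows. Extra copies of these segments, which a constant background would turn into more weak peaks, could not be excluded, since promoter folds in the crowded windows were 1.13 times those elsewhere in the No Dox list (0.950 to 1.47) and 1.18 times in the Dox list (1.06 to 1.33). No biological explanation was tested.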

How the results depend on the processing

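A fold of at least 8, leaving out chromosomes 1, 5 and 8, and averaging within GC bins were chosen after the values were seen. No paired analysis was possible because the authors pooled the 2 replicates of each condition before peak calling, and leaving out a replicate was likewise not possible. TEAD motifs stayed more frequent in Dox-only and AP-1 motifs in No-Dox-only regions, and the promoter share stayed higher in Dox-only regions, under every alternative run. Dox-only and No-Dox-only regions numbered 14903 and 21302 at a q-value of 1e-05, 9877 and 20008 as strong regions, 760 and 735 at a fold of at least 8, and 20612 and 42445 without the 3 chromosomes, and lists of equal length left 38843 No-Dox-only regions. The Dox-only promoter share was 27.7% in strong regions, 31.0% with an overlap of 50%, 30.9% with summits within 500 bp, 19.1% at a fold of at least 8, 32.4% without the 3 chromosomes, 29.1% by summit alone and 14.9% with protein-coding transcripts. In the same order the No-Dox-only promoter share was 17.5%, 16.7%, 16.6%, 16.1%, 16.3%, 14.7% and 5.62%, and it was 19.7% at a q-value of 1e-05 and 16.5% with equal lengths. The TEAD difference (Dox-only minus No-Dox-only) of 7.87 percentage points was 17.4 at a q-value of 1e-05, 20.7 in strong regions, 7.32 with an overlap of 50%, 42.4 at a fold of at least 8, 9.85 without the 3 chromosomes, and 5.06 within 50 bp, and within GC bins the 20.7 of strong regions became 22.6. The AP-1 difference of -3.60 was -9.69 at a q-value of 1e-05, -7.72 with equal lengths, -8.32 in strong regions, -27.7 at a fold of at least 8, -2.82 within 50 bp and -4.82 over the whole peak, and within GC bins the -8.32 of strong regions became -6.51. The Dox-only share of YAP/TAZ targets no longer lay outside the random lists with equal lengths (71.7%), at a fold of at least 8 (100%) and within 20 kb (62.7%). Motif differences whose interval excluded 0 over all regions and that reversed were ETS in strong regions (-0.0069) and at a fold of at least 8 (-0.544), glucocorticoid receptor (-1.10), AP-2 (-2.55) and the E-box (-4.68) at that fold. NF-kB and CTCF, with intervals that held 0 over all regions, differed by -0.961 and -0.558 in strong regions. Fewer regions remain under stricter thresholds by construction, and for the other shifts the cause was not tested. In all, 82 motif differences stayed within their interval and 68 moved in size, 46 feature shares stayed and 85 moved, the counts of named genes stayed in 211 cases and moved in 141, and the side of the random range held for gene lists in 149 cases, ended in 17 and was gained in 7. Depth may affect which weak peaks reach the threshold in only 1 list, and this was not tested.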

Differences from the paper's values

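The alternatives named here were set before the data were examined, except a fold of at least 8, which was chosen after seeing the values. All values set beside the paper's come from condition-only regions, which are not the DARs.
The paper's value for opened DARs in promoters is less than 10%, and 30.2% of Dox-only regions lay within 3 kb of a TSS. With protein-coding transcripts only the share was 14.9%, above 10% but within 1.5 times of it, and it was further away under the other alternatives, with 29.1% by summit alone, 27.7% in strong regions and 19.1% at a fold of at least 8. The paper's value for closed DARs is likewise less than 10%, and 15.5% of No-Dox-only regions lay within 3 kb of a TSS. It was 5.62% with protein-coding transcripts only and 14.7% by summit alone, and it stayed more than 1.5 times the paper's value under q-values of 0.01 and 1e-05, lists of equal length, strong regions, an overlap of 50% and summits within 500 bp. The paper's share of opened DARs in introns other than the first is about 29% in Fig. 7B, read by eye, and 18.3% of Dox-only regions lay there. The difference was within 1.5 times by summit alone (20.2%), with protein-coding transcripts only (19.7%) and at a fold of at least 8 (20.7%), chosen after seeing the values, and was not under the other alternatives. How many of the paper's own DARs each of these settings drops is unknown, since the DARs were not analysed here.
The plot of opened and closed DARs in Fig. 7A shows more opened than closed regions, and here 33440 regions were Dox-only and 67861 No-Dox-only. Lists of equal length gave 37467 and 38843, and a fold of at least 8, chosen after seeing the values, gave 760 and 735. The paper states that most DARs lay in distal intergenic DNA and other introns, and these classes held 61.1% of No-Dox-only and 46.8% of Dox-only regions. With protein-coding transcripts only, distal intergenic DNA alone held 46.2% of Dox-only regions and other introns 19.7%.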

Other observations

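All tests of the TEAD and AP-1 pattern in this part were chosen after the result was seen.
Condition-only regions with a fold of at least 8 near mesenchymal and matrix genes were Dox-only in 5 of 5 cases, and those near NF kappa B and TNF genes were No-Dox-only in 4 of 4. The genes, named after their values were seen, were CDH2 (N-cadherin), FN1 (fibronectin), MMP2 (a matrix metalloproteinase), POSTN (periostin) and TNC (tenascin C), against BIRC3 (an apoptosis inhibitor), PTGS2 (a prostaglandin synthase) and SOD2 (a mitochondrial superoxide dismutase, with 2 regions). The region nearest POSTN, on chromosome 13 from 37616684 to 37617767, had a fold of 14.9 and held a TEAD motif, and the other 4 mesenchymal regions held none. Neither list lay outside its random lists at this fold, with percentiles of 90.8 and 20.8. YAP/TAZ targets had 5 Dox-only and 0 No-Dox-only regions at this fold, nearest ANKRD1, ASAP1, FOXF2, RBMS3 and TGFB2, at the 91.8th percentile, and 0 of the 5 held a TEAD motif within 100 bp of the summit.
The p53/p63 motif was in 0.146% of all No-Dox-only regions (0.119 to 0.178) and 0.054% of Dox-only regions (0.032 to 0.085), and at a fold of at least 8 in 2 of 735 and 1 of 760 regions. A relaxed form of it, chosen after the values were seen, was in 0.623% of all No-Dox-only and 0.233% of Dox-only regions. At a fold of at least 8 the relaxed form was in 25 of 735 No-Dox-only (3.40%) and 2 of 760 Dox-only regions (0.263%). The matched sets of these No-Dox-only regions held it in 0.136% to 1.22%. C/EBP motifs were in 2.71% of all No-Dox-only and 1.62% of Dox-only regions, and in 10.6% and 2.50% at a fold of at least 8. NF-kB motifs were in 1.92% and 1.94% of all regions, and in 4.35% and 1.84% at that fold.
Technical explanations of the TEAD contrast between Dox-only and No-Dox-only regions were tested on the same data in which it was seen, and binding of TEAD factors was not tested. GC content of the regions is argued against, since the TEAD difference averaged over bins of equal GC content was 22.6 percentage points (21.1 to 24.3). Base composition is argued against, since the reversed TEAD sequence differed by -0.029 percentage points (-0.411 to 0.327). Peaks near the calling threshold are argued against, since the TEAD difference at a fold of at least 8 exceeded that under a fold of 4 by 39.9 percentage points (36.1 to 43.7). Of the Dox-only regions at that higher fold, 45.0% held neither a TEAD nor an AP-1 motif.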
